A study of Mus musculus with 2 samples. Its data were reported in "SPT6 maintains epidermal homeostasis by inhibiting an NF-κB-positive feedback loop to prevent excessive inflammation" (2026).

How the data were processed

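Single-cell RNA sequencing (scRNA-Seq) counts from the dorsal epidermis of mice were analysed, with 1 library of control epidermis and 1 library of *Supt6*-KO epidermis, both taken on day 5 after the final injection. *Supt6* encodes SPT6, a factor that travels with RNA polymerase II during transcription elongation. In this model the gene is deleted in basal keratinocytes by a Cre recombinase that tamoxifen activates. Per the labels, the control mouse was wild type and received corn oil, whereas the *Supt6*-KO mouse received tamoxifen. The paper instead describes its corn oil controls as *Supt6* fl/fl mice, so the exact genotype of the control mouse is uncertain here. Genotype, injected compound, mouse and library therefore changed together and cannot be separated here.

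The deposited values were raw unique molecular identifier (UMI) counts, in which each UMI stands for 1 captured RNA molecule. The authors separated the epidermis enzymatically, captured single cells in droplets with the 10x Chromium kit for transcript ends, and processed the reads with Cell Ranger 7.1.0, which aligned them with STAR to the mouse genome build GRCm39. Barcodes not associated with cells had been removed by that program, and the counts were whole numbers that had not been normalized. The annotation release was not stated. Each matrix held 34099 rows, 1 per gene, numbered but not named. No table pairing rows with gene names was used here, and the annotation at hand was of another build. Each gene is therefore given as a row number, such as R06163, and at most 2 rows that rose and 2 that fell are named. The *Supt6* level, shifts of gene lists fixed in advance, cell cycle phases, marker-based cell types and keratinocyte subcluster shares had been planned and were not analysed here, because each needs gene names.

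Cells were kept when at least 500 rows were detected, and the 8% of these cells with the highest Scrublet doublet scores (scanpy 1.11.5) were left out in each library. The automatic Scrublet threshold had marked 1 control barcode and 0 *Supt6*-KO barcodes, so it had not worked, and the fixed percentage was chosen after that was seen. A planned limit of 10% on mitochondrial UMIs was not applied, because it needs named rows. A limit of 10% on a block of 13 adjacent rows was tried in its place as an alternative chosen after the data were examined.

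Counts were summed over the kept cells of each library, or over the cells of each cluster, and scaled to counts per 1000000 (CPM). A row passed the size rule when it had at least 20 CPM in the library where it was higher and differed by at least 2-fold. Log2 ratios are *Supt6*-KO over control on the log2(CPM + 1) scale, which understates the change of rows near 0. The rows named are the 2 with the largest and the 2 with the smallest log2 ratio among rows past the size rule whose ratio had the same sign in every compared cluster. That rule was adapted from one fixed beforehand that used named cell types. The rule was tested on simulated counts for 34099 rows at the depths of both libraries, where all 200 rows changed 3-fold were recovered and 0 unchanged rows passed. That simulation held counting error only, which is small at these depths, so it checks the computation and not the variation between mice.

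Clustering used the tool the study named, Seurat, in a later version than the study's, with settings chosen here. Counts were log-normalized in Seurat 5.3.0 under R 4.3.3, the libraries were integrated through anchors on 2000 variable rows, and cells were clustered on 30 principal components at a resolution of 0.8. Rows were compared within the clusters that held at least 1000000 UMIs in both libraries. Because many rows used for that clustering differed between the libraries, shares of cells are given from a separate clustering built after all rows past the size rule had been removed. That clustering was added after the data were examined. The removed rows may include markers of populations whose share changed, so it may also lessen real differences in shares. To compare the number of detected rows at equal depth, each cell was thinned at random to 2000 UMIs, and shallower cells were left out.

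With 1 library per group no test between the groups was possible, cells are not replicates, and no p-value was computed. Intervals are 95% exact intervals, Poisson for sums of counts, binomial for shares, conditional on the total for ratios of these, and from order statistics for medians. For a ratio of medians, each limit is a limit of the *Supt6*-KO median over the opposite limit of the control median. Such intervals are not exact. Intervals of medians and of their ratios reflect the spread between cells, and the others cover counting error only. No interval covers the variation between mice. Before the data were examined, alternatives were fixed for the cell filter, the treatment of doublets, the scaling (TMM factors from edgeR 4.0.16), the CPM minimum, the fold, the weighting of clusters, the integration, the clustering resolution and the thinning. Python 3.11.15 with numpy 2.4.6, scipy 1.17.1 and pandas 2.3.3 was used for the sums and intervals.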

Results

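Epidermal cells sampled with and without deletion of *Supt6* were compared in their transcript levels and in how they were distributed over clusters. There was 1 library per group and there were no replicates, so each difference below is between 2 libraries and has no replicate check. The control library held 9085 barcodes and 104386982 UMIs. The *Supt6*-KO library held 12971 barcodes and 116573347 UMIs. The median depth was 10094 UMIs per barcode in control (quartiles 5324 and 15030) and 7800 in *Supt6*-KO (quartiles 3150.5 and 12999.5), and the lowest barcode had 500 UMIs in both. A median of 2995 rows was detected per control barcode and 2360 per *Supt6*-KO barcode. In a knockout the targeted gene would be shown first, but rows were not paired with gene names and the *Supt6* level was not analysed here.

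Fewer than 500 rows were detected in 368 control barcodes, or 4.05% (95% interval 3.65 to 4.48), and in 1142 *Supt6*-KO barcodes, or 8.80% (8.32 to 9.31). After these and the cells with the highest doublet scores were left out, 8020 control cells (88.3% of barcodes) and 10883 *Supt6*-KO cells (83.9%) were kept. These held 90586034 and 102832607 UMIs, with medians of 10094.5 and 8356 per cell. The number of kept cells moved most when no filter was applied, to 9085 in control and 12971 in *Supt6*-KO.

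The first comparison asked how far the summed transcriptomes differed. In either library 5971 rows reached 20 CPM, and across these rows the Pearson correlation of log2(CPM + 1) was 0.805 and the Spearman correlation 0.793. These are correlations across genes, which are not independent replicates. The size rule was passed by 1249 rows, or 20.9%, of which 294 were higher and 955 were lower in *Supt6*-KO epidermis. A further 3196 rows lay within 1.5-fold. More than 16-fold differences were found in 27 rows that were higher and 55 that were lower.

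The balance of directions depended on the scaling. The median log2 ratio of the 5971 rows was −0.32 with scaling by total UMIs and −0.14 with TMM factors. With TMM factors 439 rows were higher and 716 were lower, so that higher rows made up 38.0% of those past the rule and not 23.5%. All 294 rows called higher by total UMIs were also called higher with TMM factors, and 716 of the 955 lower rows were also called lower. TMM factors multiply the plain CPM ratio of every row, which the size rule uses, by the same factor. This overlap therefore follows from the scaling and does not check single calls. Among the other settings, the fold moved the counts by the largest number of rows, to 690 higher and 2085 lower at 1.5-fold. A minimum of 100 CPM moved them by the largest factor, to 106 higher and 402 lower.

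**Figure D1:**
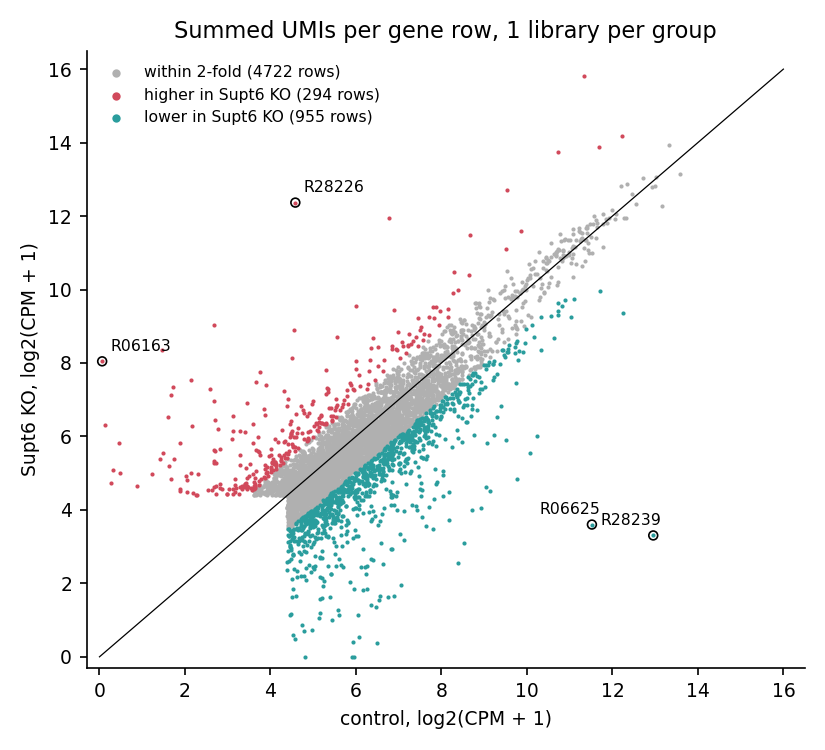
Summed counts of each gene row with at least 20 CPM in either library, as log2(CPM + 1), with control on the horizontal axis and *Supt6*-KO on the vertical axis. The line marks equal levels, 294 rows are higher and 955 lower by at least 2-fold, and the 4 circled rows are those named in the text.

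The rows named by the rule of size differed by more than 200-fold. R06163 rose from 4 UMIs, or 0.0442 CPM, to 27052 UMIs, or 263 CPM. The ratio was 5958-fold with a counting interval of 2327 to 21867, which is wide because of the 4 control UMIs. R06163 was found in 3 control cells and in 26.3% of *Supt6*-KO cells. R28226 rose from 23.0 to 5278.5 CPM, or 230.0-fold (220 to 240). Its 2079 control UMIs lay in 189 control cells (2.36%), whereas 96.6% of *Supt6*-KO cells held the row. The interval treats UMIs as independent, so it may be too narrow where UMIs are gathered in few cells. R28239 fell from 7941 to 8.88 CPM and was 894-fold lower (838 to 955). R06625 fell from 2937 to 11.1 CPM and was 264-fold lower (249 to 280). With TMM factors the log2 ratios of these rows were 8.08, 7.96, −9.48 and −7.75, beside 7.98, 7.78, −9.65 and −7.92 with scaling by total UMIs. All exceeded the shift of the median row many times over under both scalings.

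The same rows were followed within clusters. The log2 ratio across the 11 compared clusters ranged from 4.38 to 10.54 for R06163 and from 6.23 to 9.01 for R28226. It ranged from −11.79 to −5.88 for R28239 and from −7.23 to −4.30 for R06625. For R06625 the ratio over all kept cells thus lay outside the range of the compared clusters. The 4 control UMIs of R06163 lay in 3 cells, so most compared clusters held none of them. For that row the range mainly reflects the *Supt6*-KO level, and the shared sign could hardly have failed. The row directly before R28239 in the table rose from 3308 to 15043 CPM, so that the sum of these adjacent rows was 11249 CPM in control and 15052 CPM in *Supt6*-KO. The fall of R28239 is therefore uncertain as a measure of a single gene, since reads shared between similar genes were not excluded.

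The UMIs of *Supt6*-KO cells were concentrated in fewer rows. The most abundant row held 1.23% of all UMIs in control and 5.80% in *Supt6*-KO, the 10 most abundant rows held 8.23% and 16.2%, and the 100 most abundant rows held 31.7% and 42.5%. The most abundant row of *Supt6*-KO, singled out after its values were seen, had 57962 CPM (57915 to 58008), against 2579 CPM in control (2568 to 2589), where it ranked 49. The most abundant control row had 12317 CPM in control and 9051 CPM in *Supt6*-KO, where it ranked 6.

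Rows were then compared within clusters, to reduce the influence of a different mixture of cells. How far the mixture still differed within clusters was not tested. The integrated cells formed 20 clusters, and 11 of them had enough UMIs in both libraries. Clusters short of that minimum in either library were left out, among them those of 44 control and 1257 *Supt6*-KO cells and of 122 and 22 cells. The counts within clusters and the statements on every compared cluster do not cover the cells left out. Between 258 and 625 rows per cluster were higher in *Supt6*-KO (median 399) and between 578 and 1475 were lower (median 851) with scaling by total UMIs, and more rows were lower than higher in 11 of the 11 clusters. With TMM factors computed in each cluster the medians were 498 higher and 660 lower, and more rows were lower in 8 of the 11 clusters. The size rule was simulated only at the depth of whole libraries. Its counting error in the clusters, which held as few as 1413837 control UMIs, was not assessed, so counts should not be compared between clusters. Of the 294 rows higher over all kept cells, 247 (84.0%) had a positive log2 ratio in every compared cluster, with scaling by total UMIs. Of the 955 lower rows, 669 (70.1%) had a negative one in every compared cluster. Only the sign was required for these counts, and the size rule was not applied within the clusters. The median row was itself lower over all kept cells with that scaling, which favours negative signs. The background from free RNA was not estimated. RNA released by some cells adds to the counts of all others, so a row that was higher in every cluster was not thereby shown to change within the cells of each. When cluster sums were weighted to the control shares in both libraries, 275 rows were higher and 712 lower, among them 234 of the 294 and 700 of the 955. The medians moved most with a minimum of 100 CPM, to 118 higher and 349 lower.

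**Figure D2:**
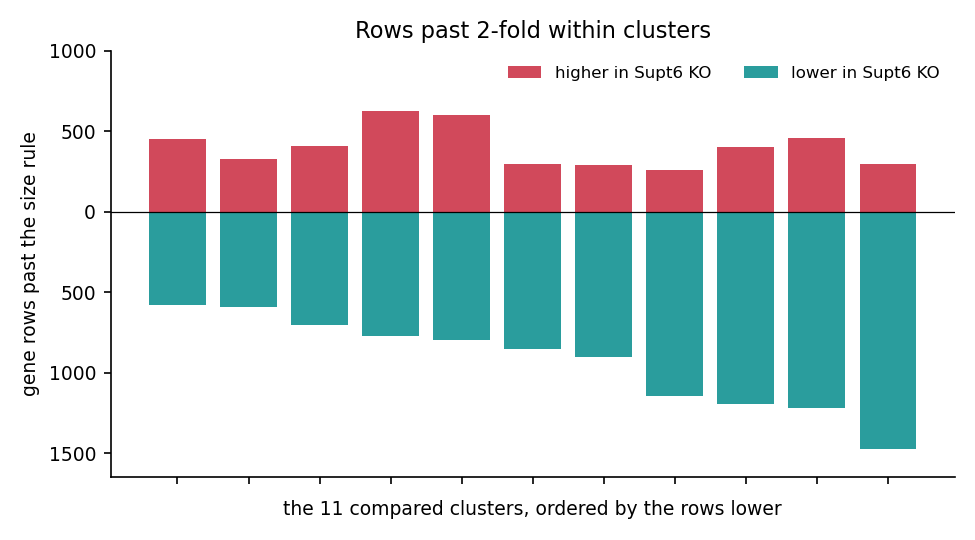
Number of gene rows past the size rule in each of the 11 compared clusters, with rows higher in *Supt6*-KO drawn upward and rows lower drawn downward. With scaling by total UMIs each cluster has more rows lower (578 to 1475) than higher (258 to 625).

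At equal depth fewer rows were detected per *Supt6*-KO cell. After thinning to 2000 UMIs, the median was 1076 rows in 7459 control cells (quartiles 1019 and 1135) and 960 rows in 9734 *Supt6*-KO cells (quartiles 863 and 1050). The ratio of the medians was 0.892 (0.887 to 0.898). Left out as too shallow were 561 control and 1149 *Supt6*-KO cells. Without thinning the medians were 2995 and 2433 rows, with a ratio of 0.812, and among the alternatives that counted all rows this moved the ratio most. In the clustering without the changed rows, 15 clusters had at least 50 cells of that depth in both libraries, and the median was lower in *Supt6*-KO in 14 of them, with ratios from 0.791 to 1.12.

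**Figure D3:**
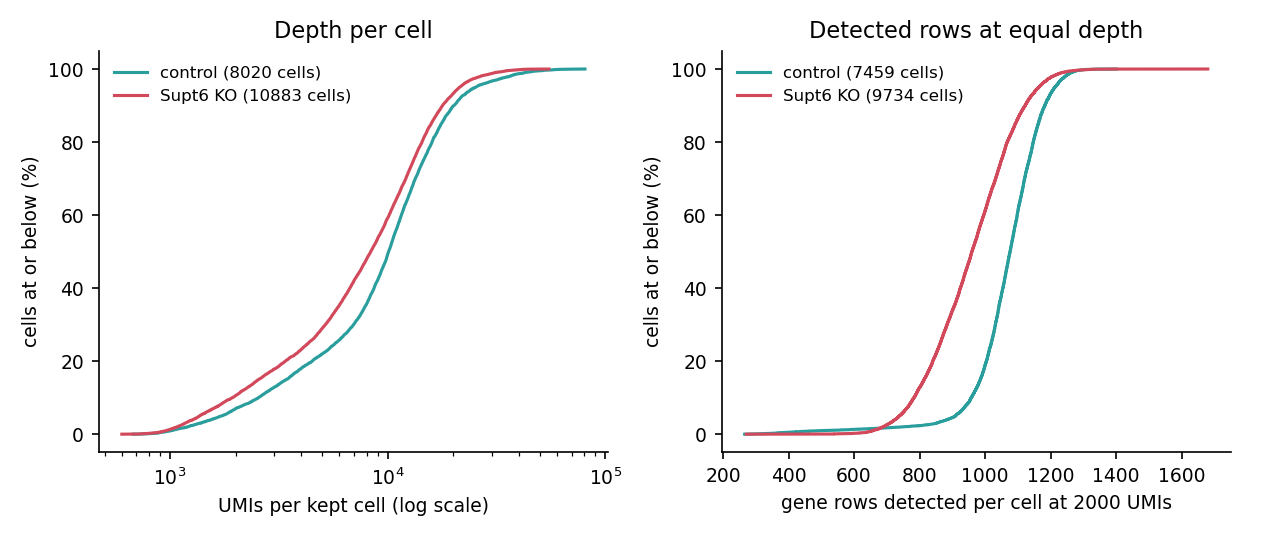
Cumulative percent of kept cells by UMIs per cell on a log axis (left) and by gene rows detected after thinning to 2000 UMIs (right), with 1 line per library. At equal depth the median is 1076 rows in control and 960 in *Supt6*-KO.

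Finally, the distribution of cells over clusters was compared, using the clustering built without the 1249 changed rows. It gave 20 clusters, which are numbered by size and were not assigned to cell types. Because the removed rows may include markers of populations whose share changed, this clustering may understate differences in shares. The percent of cells that would have to change cluster for equal shares was 21.8 here, against 38.6 in the integration with all rows. Cluster 4 held 307 control cells, or 3.83% (3.42 to 4.27), and 1097 *Supt6*-KO cells, or 10.1% (9.52 to 10.7), a ratio of shares of 2.63 (2.32 to 3.00). Cluster 11 held 2.48% and 5.44%, a ratio of 2.19 (1.86 to 2.59). Cluster 10 held 7.78% (7.20 to 8.39) and 2.07% (1.81 to 2.35), a ratio of 0.266 (0.227 to 0.310). Cluster 15 held 2.78% and 0.726%, a ratio of 0.261 (0.199 to 0.339), and cluster 16 held 1.55% and 0.202%, a ratio of 0.131 (0.0791 to 0.207). The clusters of the integration with all rows that overlapped these 5 most had ratios of 2.80, 2.11, 0.200, 0.266 and 0.133, in the same order.

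The remaining clusters beyond 2-fold had few cells of 1 library or were drawn differently in the integration with all rows. Cluster 14 held 7 control and 436 *Supt6*-KO cells, a ratio of 45.9 (22.1 to 115), and its best match had a ratio of 80.0 (Jaccard index 0.919). A cluster that is mostly of 1 library may reflect that library and not a cell type. Cluster 18 held 6 and 44 cells, a ratio of 5.40 (2.29 to 15.5), and its match held the same 50 cells. The ratio of cluster 7 was 0.481, and its best match, of 814 control and 504 *Supt6*-KO cells, had a similar ratio of 0.456 and shared 635 cells with it (Jaccard index 0.340). Cluster 17 held 86 control and 3 *Supt6*-KO cells and cluster 19 held 7 and 36. In the integration with all rows, 89 cells of cluster 17 and 43 of cluster 19 lay in 1 cluster of 94 control and 39 *Supt6*-KO cells with a ratio of 0.306, so their separate ratios of 0.0257 and 3.79 depended on the clustering. Some large clusters within 2-fold also depended on it. The ratios of clusters 1, 2, 3 and 6 were 1.42, 1.03, 0.866 and 0.906, and those of their best matches were 21.1, 2.48, 2.48 and 0.501. These matches were loose, with Jaccard indices of 0.385, 0.435, 0.227 and 0.514, and clusters 2 and 3 shared 1 match. Clusters 0, 5, 8, 9, 12 and 13 stayed closer. Their ratios were 0.814, 0.746, 1.55, 1.06, 1.65 and 0.827, against 0.854, 0.911, 1.64, 0.920, 1.59 and 0.751 in their best matches. In all, 5 clusters had a ratio of at least 2 and 5 of at most 0.5. When the libraries were merged without integration, 20 of 24 clusters held over 90% of cells of 1 library, after the libraries were set to equal size.

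**Figure D4:**
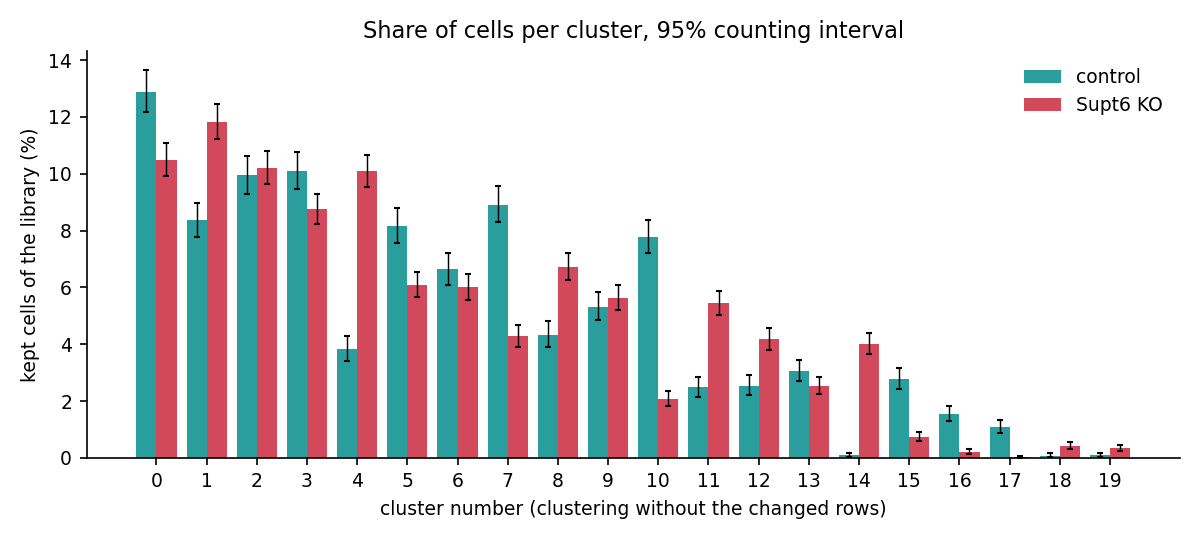
Percent of the kept cells of each library in each of the 20 clusters built without the changed rows, with 95% exact binomial intervals that cover counting error only. The share in *Supt6*-KO is at least 2 times that in control in clusters 4, 11, 14, 18 and 19, and at most 0.5 times in clusters 7, 10, 15, 16 and 17.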

Values the study reported

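The study reported that 7632 control cells and 10293 *Supt6*-KO cells passed its quality filters.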

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

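The limit on the block of 13 rows, the clusters built without the changed rows, the totals without the most abundant *Supt6*-KO row, the cells with at least 5000 UMIs and, for the ratio of detected rows alone, the filter of at least 1000 detected rows were chosen after the data were seen. So was the share of cells left out for high doublet scores, which sets the cells kept in most settings. The other settings were fixed beforehand. No paired analysis was possible because each group had 1 library, and for the same reason no replicate was left out and no other split of the samples was made.

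The number of kept cells moved with each filter by construction. It was 9085 control and 12971 *Supt6*-KO cells with no filter, 7555 and 9716 with at least 1000 detected rows, 8717 and 11829 with the cells of high doublet score included, and 7103 and 9575 with at most 10% of UMIs in the block. More cells were kept from *Supt6*-KO than from control under each of these settings.

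More rows were lower than higher in *Supt6*-KO under every alternative tried for the sums over all kept cells. A minimum of 5 CPM gave 570 higher, and a minimum of 100 CPM gave 106 higher and 402 lower. At 1.5-fold there were 690 higher and 2085 lower. These changes follow from how many rows each setting admits. The cell filters, the TMM factors, the weighting to control cluster shares and the totals without the most abundant *Supt6*-KO row left both counts within 1.5 times of their reported values. TMM factors still moved the split to 439 higher and 716 lower. Within clusters the median counts were 118 higher and 349 lower with a minimum of 100 CPM, and stayed within 1.5 times with TMM factors and in clusters built without the changed rows. The direction of the excess was less stable, since more rows were lower than higher in 11 of 11 clusters with scaling by total UMIs and in 8 of 11 with TMM factors. Clusters of the libraries merged without integration gave no value, since 0 of them held 1000000 UMIs of both libraries.

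The ratio of detected rows stayed under 1 in every setting tried with all rows counted. It was 0.900 at 1000 UMIs, 0.812 without thinning and 0.880 in cells with at least 5000 UMIs. The unthinned ratio also holds the difference in depth. Detection at 2000 UMIs covers no cell shallower than that, which left out more *Supt6*-KO than control cells.

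The distribution over clusters moved under each alternative tried. The percent of cells that would have to change cluster for both libraries to have equal shares was 38.6 in the integration with all rows. It was 95.3 without integration, 31.0 and 42.6 at resolutions of 0.4 and 1.6, 37.3 with at least 1000 detected rows, 41.4 with the cells of high doublet score included, 37.2 with the limit on the block and 21.8 in clusters built without the changed rows. The cause was not tested for any of these differences.

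The alternatives fixed beforehand for the *Supt6* level, the gene lists, the cell cycle and the keratinocyte subclusters, and those with a mitochondrial limit, were not run, because they need gene names.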

Other observations

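The tests of explanations in this part were chosen after the results they bear on had been seen, whereas the TMM factors and the thinning to 1000 UMIs had been fixed beforehand. With 1 library per group, the genotype, the tamoxifen injection, the mouse and the library stay open as sources of every difference below, and none of them was tested separately. Gene names were not used, so GC content and gene length were not tested.

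Fewer rows were detected per *Supt6*-KO cell at equal depth, and this difference may come from a limited number of very abundant rows. The 170 rows with at least 1000 CPM in either library held 39.4% of control UMIs and 49.7% of *Supt6*-KO UMIs. When these rows were removed and cells were thinned to 1000 of the remaining UMIs, the median was 800 rows in control and 799 in *Supt6*-KO, a ratio of 0.999 (0.998 to 1.001), against 0.900 with all rows at that depth. At 2000 remaining UMIs both medians were 1381. Left out as too shallow were 310 control and 902 *Supt6*-KO cells at 1000 remaining UMIs, and 967 and 2233 at 2000. These medians therefore cover the deeper cells only, and more *Supt6*-KO than control cells were left out. When only rows with at least 1000 CPM in control were removed, the ratio was 0.975 (0.972 to 0.977), so rows that became abundant only in *Supt6*-KO were needed to close the gap. A difference in depth is argued against as the whole source, since the ratio was 0.880 among cells with at least 5000 UMIs. Different shares of the clusters built without the changed rows are argued against as the whole source too. The median was lower in *Supt6*-KO in 14 of 15 of those clusters. How far the mixture of cells differed inside each of them was not tested, so a different makeup of cells stays open at that level. The ratio was 0.887 among cells with at most 10% of UMIs in the block described below. That would count against damaged cells only if the block marks damage, which was not shown, so damaged cells stay open. A candidate explanation is thus that a fixed number of UMIs leaves fewer for the other rows when abundant rows take more of them. The rise of the abundant rows is itself among the differences that loss of SPT6 could produce. Whether scores that rest on the number of detected genes per cell carry the same effect was not tested.

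For rows of at least 20 and under 1000 CPM, the median log2 ratio was −0.33 with all UMIs in the totals and −0.067 when rows of at least 1000 CPM were left out of the totals. Leaving them out rescales all other rows alike and follows from the shares of UMIs given above, so it is a restatement of those shares and not a separate test. With TMM factors 716 rows were still lower by at least 2-fold.

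The row that was most abundant in *Supt6*-KO was found in each compared cluster, from 6150 to 82941 CPM. RNA released by other cells would add a like number of UMIs to each droplet. The mean ranged from 39.3 to 1273 UMIs per cell across the *Supt6*-KO clusters, a 32.4-fold range, which argues against free RNA as the whole source in the clusters with the most UMIs. It stays open in the 4 of 11 clusters with a mean under 100 UMIs per cell. Their medians lay between 34 and 48 UMIs of this row, a 1.41-fold range, although their median depths differed by 4.21-fold, as free RNA could produce. These clusters were picked for their low means, which narrows the range in any case, so free RNA and low expression cannot be told apart there. The same limit holds for other rows that were higher in every cluster. A change in the cells themselves remains a hypothesis for the clusters with the most UMIs.

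Rows that changed in the same direction lay next to each other in the table more often than by chance. Among 1425 adjacent pairs of rows with at least 20 CPM, 20 pairs were both higher in *Supt6*-KO and 65 were both lower. In 10000 random placements of the changed rows, matched on level, the medians were 3 and 37 and the highest values 13 and 60, so chance placement is argued against. Opposite directions were found in 11 pairs, against a random median of 23. Reads moved from one row to its neighbour would add opposite pairs, whereas reads of one row counted in a similar neighbour would add pairs of the same direction. Shared reads and a joint change of neighbouring genes therefore cannot be told apart without the sequences of the rows. That the order of the rows follows the genome was not tested.

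R28239 fell by 9.65 on the log2 scale while the row directly before it rose from 3308 to 15043 CPM. The sum of both rows had a log2 ratio of 0.42 over all kept cells, and it stayed within 2-fold in 10 of 11 compared clusters, with a range from −0.09 to 2.06. In control cells R28239 held between 50.3% and 85.5% of the pair, depending on the cluster. A sum that changes so much less than its parts could come from reads that moved between similar genes, for instance through a sequence difference between the mice, or from one gene taking over from its neighbour. These cannot be told apart, because the sequences of the rows were not known and each group had 1 mouse.

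A block of 13 adjacent rows held a median of 54.2% of UMIs in control barcodes with under 500 detected rows and 45.3% in such *Supt6*-KO barcodes, against 3.06% and 3.17% in kept cells. The block reached 87.1% and 91.2% in single barcodes. The mouse annotation GENCODE M21, which is of another build, lists 13 protein-coding mitochondrial genes, and transcripts of the mitochondrial genome are a candidate source of this block. More than 10% of UMIs lay in the block in 917 of 8020 kept control cells (95% interval of the share 10.7% to 12.2%) and in 1308 of 10883 kept *Supt6*-KO cells (11.4% to 12.6%), and these intervals overlapped. Over all deposited barcodes the intervals did not overlap, with 1246 of 9085 barcodes (13.7%) in control and 2312 of 12971 (17.8%) in *Supt6*-KO. Clusters 8 and 9 of the clustering without the changed rows were shallow in both libraries, and their median percent in the block was 11.7 and 15.2 in control and 11.9 and 18.2 in *Supt6*-KO. Clusters 11, 12 and 16 were also shallow, with median depths from 2193 to 3599.5 UMIs in control and from 1597.5 to 3554 in *Supt6*-KO. Their percent was lower, at 7.58, 6.04 and 2.87 in control and 4.70, 3.69 and 2.47 in *Supt6*-KO. The mitochondrial source was judged only from the number of rows and their high percent in barcodes with under 500 detected rows. It was not checked against gene names, and no other explanation was tested for this block.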
